A study of Mus musculus with 21 samples.

How the data were processed

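Gene expression was measured in 21 libraries of mouse 46C embryonic stem cells. This line derives from E14TG2a cells of 129/Ola origin, and per the labels, the reading frame of Sox1 was exchanged for those of a green fluorescent protein and a puromycin resistance gene. Per the labels, total RNA was extracted with the PureLink RNA Mini Kit and libraries were made from polyadenylated RNA with the Lexogen QuantSeq 3' kit, which gives reads near the 3' end of a transcript. A count therefore reflects transcript number with little effect of transcript length.

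Per the file headers, the authors aligned reads with TopHat, merged the transcript models, and ran Cuffdiff 2.2.1 on the UCSC mm10 genome with fragment bias correction and multi-read correction. No option for a stranded library was given in that run, so overlapping and antisense genes are uncertain. The aligner's version is not given in the sources used here. The deposited gene table holds, for each gene and library, an estimated count of fragments (an expected count), of which 99.48% were whole numbers within 1e-06. These values were rounded to whole numbers before any count test. The authors' FPKM values in that table are fragments per kilobase and per 1e+06 fragments after bias correction. Reads from 3' ends call for no length correction, so the authors' FPKM served only as an alternative. The deposited signal values, fragments divided by a library size factor, and the mean signal per locus were used only to match genes to positions. The deposited count of mapped fragments per library gave the depth, and the deposited size factor, a ratio, was used only in that matching. Tables of isoforms, start-site groups and coding sequences were not used here because 3' reads tell isoforms apart poorly. The gene table of condition means and the bias model parameters were not used here either.

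The gene table carries identifiers without gene names or positions. Each identifier was matched to the mm10 loci of the authors' Cuffdiff run by 2 values per locus, the mean over libraries and the variance within conditions of the scaled fragments (the authors' variance values), with a relative tolerance of 5e-05. Of 24612 identifiers, 15120 had any fragment and 10439 matched a single locus. Of 9636 decoys, made by shuffling library values between conditions, 0 matched a locus. A locus was named where it held 1 curated RefSeq gene of the same build with at least a share of 0.5 of its span inside, which named 9324 identifiers. Among the 5141 genes tested, 3623 (70.5%) had a name. Because this is under 80%, checks of gene length or GC content over sets of genes are void and were not made. An identifier without a name is given as deposited.

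Groups and replicate numbers came from the labels. There were 7 groups of 3 biological replicates, each replicate of a group coming from a separate experiment (3 in all). The labels do not pair replicate numbers across groups. Counts were tested with edgeR 4.0.16 (quasi-likelihood test, robust) in R 4.3.3, with TMM scaling, the filterByExpr filter (minimum count of 10, minimum total of 15), 1 mean per group over all 21 libraries, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05. CPM values are counts per 1e+06 after TMM scaling. Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Of 10 lists, 8 had at least 5 genes kept by the filter and were tested, and adjustment was over these 8. The neural progenitor and mesendoderm lists had 0 genes kept, so no result exists for them. The lists held 151 genes, of which 109 had a named identifier and 62 were tested. List scores are the mean log2 CPM of a list's genes in a library. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for matching and figures.

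The comparisons, tests, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. The rule named, for high against low density on each day, the 5 genes with the largest increase and the 5 with the largest decrease among called genes with a mean of at least 10 CPM in 1 group and no overlap between replicates. It named 2 and 2 for the other density comparisons, and 3 and 3 for low and high density on day 2 against the pluripotent culture and for the interaction, where overlap was not considered. All genes were named where fewer than 6 were called. Called list members in high against low density were named, at most 4 per list and day. Sox1, Fgf4, Yap1, Nanog and Pou5f1 were among the genes to be given in any case. Of the genes under this rule, 2 are not reported here.

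The alternatives were DESeq2 1.42.0 with its own filter on all genes with a fragment, other size factors (RLE, or library totals only), other filters, a fit on the compared groups only, a replicate block, a size threshold, limma on the authors' FPKM with pseudocounts of 1 and 0.1, and each library left out in turn. Limma on log2 CPM was added after the data had been seen. The tests were tried on simulated data with known changes, drawn for high against low density on day 2 over 5141 genes. In these, edgeR recovered 2 of 67 genes changed 1.5-fold, 20 of 67 changed 2-fold and 49 of 66 changed 4-fold, and called 5 unchanged genes. Chi-square comparisons of all 21 replicate pairs within groups gave at least 1.63 per degree of freedom, so no library was a copy of another of its group. Pairs from different groups were not compared in this way. Mapped fragments ranged from 252917 to 428171 per library. Most of the simulated 1.5-fold and 2-fold changes were missed. Recovery was not split by fragment count or tried at other depths or with other numbers of changed genes. Intervals and floors given for folds cover counting error only.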

Results

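RNA was profiled in 46C mouse embryonic stem cells kept in serum with leukemia inhibitory factor (LIF, 1000 U/mL), here called the pluripotent culture, and in cells moved to N2B27, a serum-free medium without LIF in which embryonic stem cells differentiate. The cells were seeded in N2B27 at 862, 1931 or 5172 cells per square centimetre, called low, middle and high density, and collected on day 1 or day 2. Each of the 7 groups had 3 biological replicates. The gene table held between 240379 and 405604 fragments per library, with a median of 331711, and between 9729 and 10848 genes had a fragment. The filter left 5141 genes, which held 95.3% of all fragments. The common biological coefficient of variation was 20.3%. Positions are on mm10.

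The series asks how the starting density of a population changes gene expression as the cells commit to a lineage. On day 1, edgeR called 0 genes between high and low density, with 268 at an unadjusted p under 0.05 where chance gives 257. DESeq2 and limma on log2 CPM also called 0. Between middle and low density on day 1 edgeR called 0 genes (535 unadjusted), and between high and middle density 0 genes (489 unadjusted), again 0 by DESeq2 and by limma on log2 CPM. The alternative that moved these counts most was a fit on the compared groups alone, which called 29 genes between high and middle density.

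On day 2, edgeR called 8 genes between high and low density, and all 8 were lower at high density. DESeq2 called 6, and limma on log2 CPM 8. With no filter 20 were called, 4 of them higher, and with the authors' FPKM 0. A fit on the compared groups alone called 9, of which 2 were higher. Single libraries also decided this count. It was 0 without low density replicate 1, without high density replicate 2 or without high density replicate 3, 2 without low density replicate 3 or without high density replicate 1, and 4 without low density replicate 2. Among the called genes the largest decrease was in Esrrb (XLOC_004602, chromosome 12, 86361117 to 86521628), at 72.0 ± 31.1 CPM at low density and 16.8 ± 8.66 CPM at high density (SD, n = 3). Its log2 fold change was -2.09 with a standard error of 0.40 (edgeR adjusted p 0.0171). Abcc5 (XLOC_008377, chromosome 16, 20331304 to 20426394) went from 143.6 ± 26.9 to 49.2 ± 4.19 CPM, a log2 fold change of -1.53 (standard error 0.29, edgeR adjusted p 0.0171). The identifiers XLOC_018637 and XLOC_006883, which matched no single locus, had log2 fold changes of -1.56 and -1.82 (edgeR adjusted p 0.0171 and 0.0322). Without 1 library the adjusted p of Esrrb was 0.11 (low density replicate 1), 0.156 (low density replicate 2), 0.143 (high density replicate 2) and 0.144 (high density replicate 3). Abcc5 had 0.11 and 0.0839 without low density replicates 1 and 3, and 0.155, 0.12 and 0.0806 without high density replicates 1, 2 and 3. XLOC_018637 had 0.11 without low density replicate 1, and 0.113, 0.114 and 0.0806 without high density replicates 1, 2 and 3. XLOC_006883 had 0.11, 0.156 and 0.0839 without low density replicates 1, 2 and 3, and 0.232 and 0.246 without high density replicates 2 and 3. In these 4 genes the 3 and 3 values did not overlap, which chance gives for 10% of genes. The rule for naming genes had required this, so it adds no evidence. Of the other called genes, 3 are named here after their values were seen, Tdh (log2 fold change -0.95, edgeR adjusted p 0.0171), Stmn1 (-0.87, 0.0455) and XLOC_023870 (-1.40, 0.0211).

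**Figure D1:**
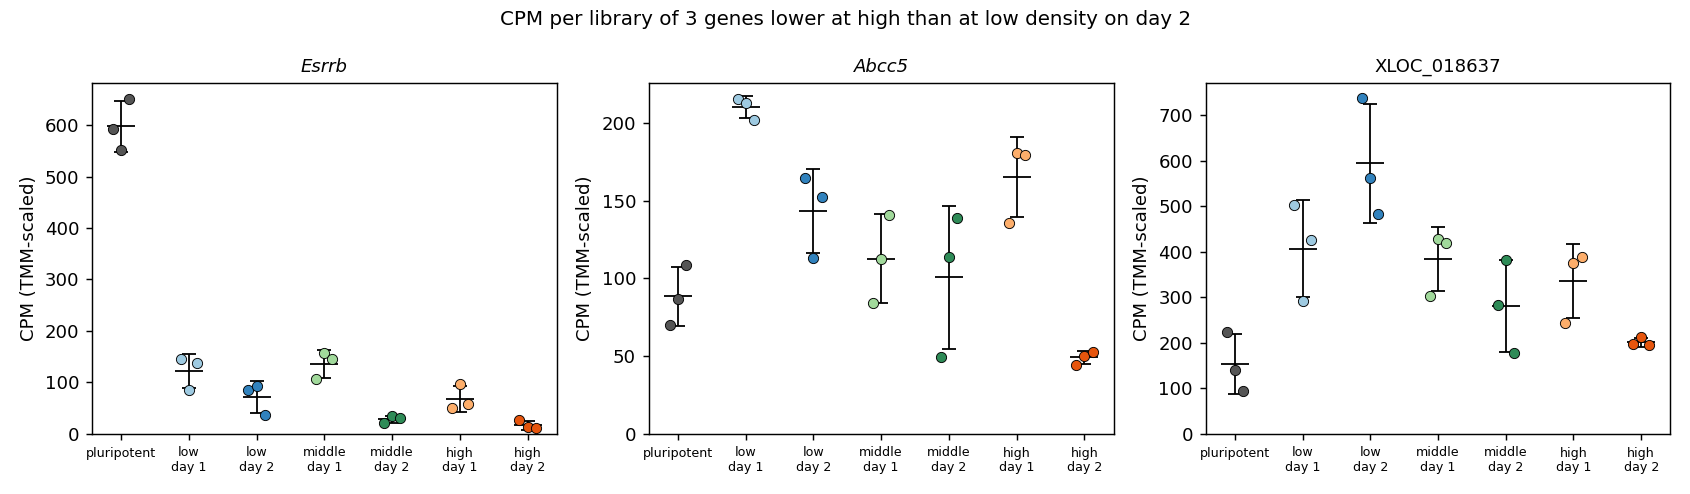
CPM (vertical axis, TMM-scaled) of Esrrb, Abcc5 and XLOC_018637 in each of the 7 groups (horizontal axis), with a point per library and bars for the mean and SD of 3 libraries. On day 2 the 3 high density libraries lie below the 3 low density libraries in each panel.

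Between middle and low density on day 2, edgeR called 0 genes (566 unadjusted) and limma on log2 CPM 0, while DESeq2 called 115. The smallest edgeR adjusted p was 0.0511, just above the threshold. Between high and middle density edgeR called 0 (733 unadjusted), limma on log2 CPM 0 and DESeq2 44. DESeq2 chose its own filter for each comparison and adjusted over 6326 genes in the first of these and 756 in the second, so its counts differ from those of edgeR in the genes tested as well as in the test. With no filter edgeR called 102 and 85. The F-test over the 3 densities called 0 genes on day 1 (475 unadjusted, 0 by DESeq2 and by limma on log2 CPM). On day 2 it called 0 (683 unadjusted, 134 by DESeq2, 0 by limma on log2 CPM). Its smallest edgeR adjusted p on day 2 was 0.0513, again just above the threshold. Leaving out replicate 2 of middle density day 2 raised the edgeR counts to 214 for middle against low density, 197 for high against middle density and 279 for the F-test on day 2. The F-test on day 2 gave 12 genes without high density replicate 1, 7 without middle density replicate 1, 4 without middle density replicate 3 and 1 without low density replicate 3. Middle against low density gave 1 gene without middle density replicate 1. The change from day 1 to day 2 was compared between high and low density as an interaction, and edgeR called 0 genes (201 unadjusted), as did DESeq2 and limma on log2 CPM.

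Gene lists addressed known programmes. On day 2 the naive pluripotency list (8 genes tested) was lower at high than at low density, with a median log2 fold change of -0.98 and 7 of 8 genes lower (camera adjusted p 0.00104). The formative and primed epiblast list (7 genes) was higher, with a median of 0.46 and 6 of 7 genes higher (camera adjusted p 0.033). On day 1 the naive pluripotency list had a median of -0.31 with 8 of 8 genes lower (camera adjusted p 0.0392), and the hypoxia and glycolysis list (6 genes) a median of 0.36 with 5 of 6 genes higher (camera adjusted p 0.0392). With the correlation estimated from the data no list was called on either day. Fry called the naive pluripotency and core pluripotency lists on day 2 and 0 lists on day 1. Without low density replicate 1 the day 2 adjusted p was 0.076 for the naive list and 0.202 for the formative list, so 0 lists were called. The formative list had 0.0779 without high density replicate 2 and 0.0818 without replicate 3, leaving 1 list called. On day 1, no list was called without low density replicate 1 or replicate 2 or without any 1 of the high density replicates, and 1 was called without low density replicate 3. The remaining lists had camera adjusted p of 0.438 and 0.0899 on days 1 and 2 for core pluripotency, 0.887 and 0.82 for FGF-ERK signalling, 0.945 and 0.0958 for YAP-TEAD targets, 0.887 and 0.265 for p53 and apoptosis, and 0.887 and 0.82 for cholesterol synthesis. The formative list had 0.102 on day 1 and the hypoxia list 0.816 on day 2. The tested YAP-TEAD genes were Yap1, Tead1, Amotl1, Amotl2, Ajuba and Birc5, without Ccn1, Ccn2, Ankrd1 or Lats2. Those of the hypoxia and glycolysis list were Hk2, Pgk1, Ldha, Pfkl, Aldoa and Bnip3, without Vegfa, Egln3, Ndrg1 or P4ha1. Results of both lists hold for the tested genes only. The FGF-ERK list on day 1 had a median of 0.11 and a mean of -0.014, with the test upward. The cholesterol list on day 2 had a median of -0.034 and a mean of 0.044, with the test upward. Of the 62 list genes tested, 1 was called in high against low density on day 2 over all genes (Esrrb) and 2 adjusted over the list alone (Esrrb and Klf2). On day 1 both counts were 0.

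**Figure D2:**
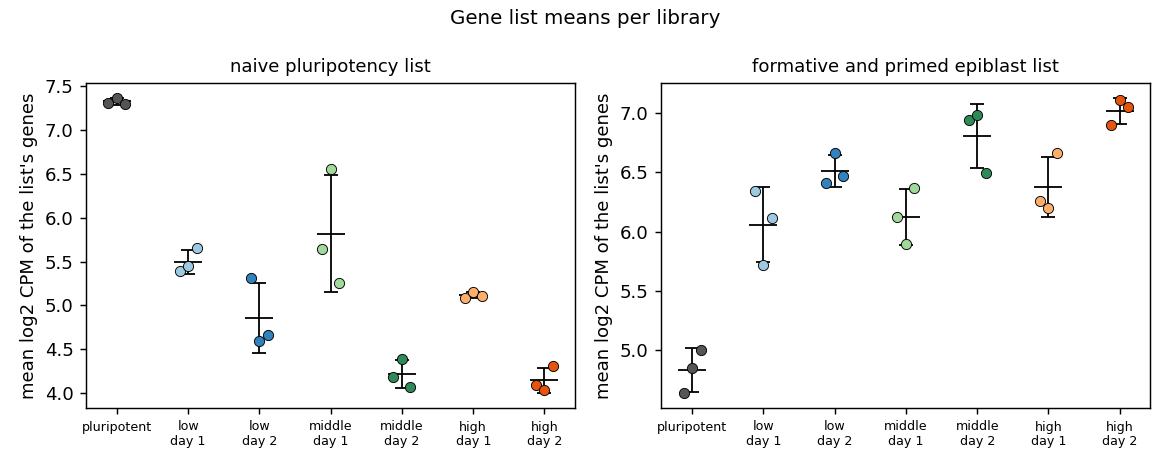
Mean log2 CPM (vertical axis) of the naive pluripotency list and of the formative and primed epiblast list in each group (horizontal axis), with a point per library and bars for the mean and SD of 3 libraries. On each day the 3 high density libraries lie below the 3 low density libraries for the naive list.

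Among the genes given in any case, Fgf4, Yap1 and Pou5f1 were not called between high and low density on day 1 or day 2. On day 1 the log2 fold change was -0.13 for Fgf4 (edgeR adjusted p 0.998), 0.44 for Yap1 (0.94) and 0.09 for Pou5f1 (0.998). On day 2 it was -0.27 for Fgf4 (edgeR adjusted p 0.874), 0.19 for Yap1 (0.905) and -0.15 for Pou5f1 (0.94). Nanog matched no identifier and is not analysed here. The identifier XLOC_020921 matched a locus shared by Sox1 and Sox1ot, with 2 fragments over the 3 libraries of high density day 2, 1 each in low and middle density day 2, and 0 in the other 4 groups. This is below the depth at which a difference could be seen.

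Each density and day was compared with the pluripotent culture, which differs in medium as well as in time. At low density edgeR called 362 genes on day 1 (188 higher, 174 lower) and 465 on day 2 (242 higher, 223 lower). At middle density it called 524 on day 1 (231 higher, 293 lower) and 528 on day 2 (278 higher, 250 lower). At high density it called 297 on day 1 (137 higher, 160 lower) and 571 on day 2 (257 higher, 314 lower). The authors' FPKM moved these counts most, to between 0 and 29. With library totals in place of TMM the share of higher genes went from 51.9% to 63.8% at low density day 1, from 44.1% to 66.9% at middle density day 1 and from 45.0% to 55.4% at high density day 2. The 6 comparisons share the same 3 control libraries, so their counts are not independent. Without pluripotent replicate 2 the counts on day 1 were 206, 254 and 162 at low, middle and high density, and on day 2 they were 285, 337 and 365. Without pluripotent replicate 3 they were 229, 252 and 168 on day 1, 294 at low density on day 2 and 373 at high density on day 2. The count at low density on day 1 was 225 without its replicate 3. At middle density on day 1 it was 291 without its replicate 1 or replicate 2 and 330 without its replicate 3. At high density it was 180 and 172 without replicates 2 and 3 of day 1, and 354 without replicate 3 of day 2.

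**Figure D3:**
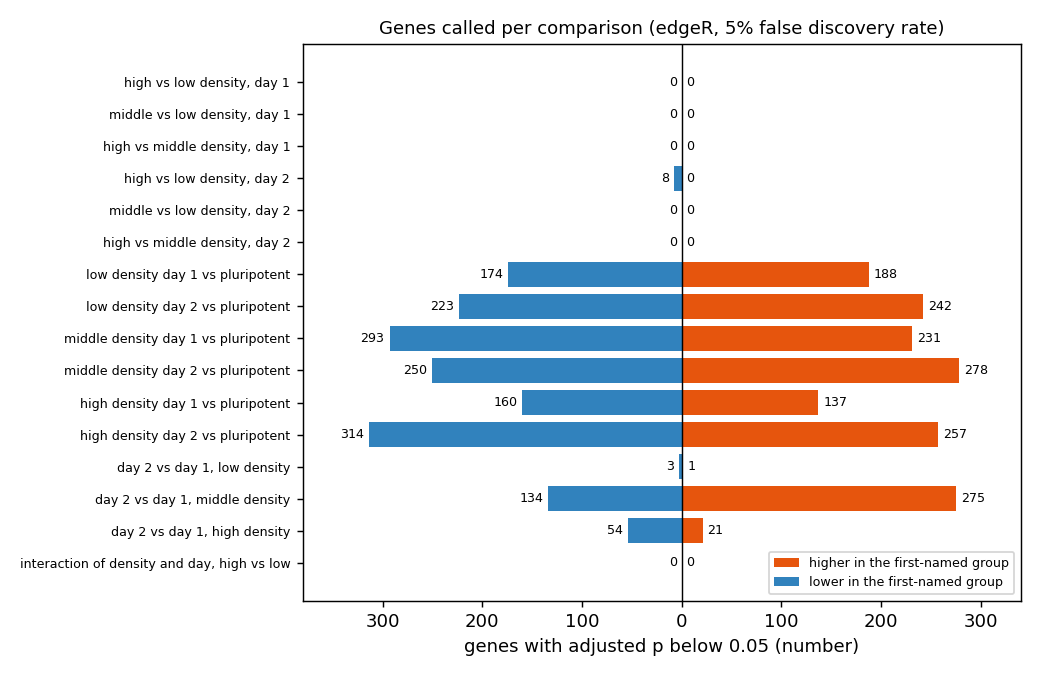
Number of genes called by edgeR (horizontal axis) in each comparison of 2 groups and in the interaction (vertical axis), higher to the right and lower to the left. Comparisons between densities have between 0 and 8 genes, and comparisons with the pluripotent culture between 297 and 571.

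At low density on day 2, Cxcl12 (XLOC_017839, chromosome 6, 117168535 to 117181368) had 70 fragments against 1 in the pluripotent culture, a ratio of 73.0 with a 95% counting interval of 12.7 to 2920 (edgeR adjusted p 4.8e-06). Sall2 (chromosome 14, 52311177 to 52328670) had 50 against 2 fragments, a ratio of 26.1 (6.85 to 221). Ttc21b (chromosome 2, 66184327 to 66256617) had 15 fragments against 0 and was at least 5.21-fold higher, taking 3 fragments over the group as the floor (edgeR adjusted p 0.0215). Its adjusted p was 0.053, 0.0787 and 0.0601 without pluripotent replicates 1, 2 and 3, and 0.0614 and 0.0843 without low density replicates 1 and 2. Lefty2 (chromosome 1, 180893119 to 180899102) had 0 fragments against 108 and was at least 34.5-fold lower. Jam2 (chromosome 16, 84774123 to 84826375) had 0 against 52 and was at least 16.6-fold lower. S100a6 (chromosome 3, 90612894 to 90614414) had 1 against 87, a ratio of 83.4 (14.6 to 3330).

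At high density on day 2, Ttc21b was at least 10.4-fold higher than in the pluripotent culture. Cxcl12 was higher by a ratio of 72.7 (12.7 to 2910) and Sall2 by 38.6 (10.4 to 324). Mymx (chromosome 17, 45600967 to 45602102) had 0 fragments against 65 and was at least 23.6-fold lower. Tdgf1 (chromosome 9, 110939608 to 110946158) had 2 against 262, a ratio of 142 (39.0 to 1180, edgeR adjusted p 6.92e-10). Lefty1 (chromosome 1, 180935039 to 180938401) had 1 against 83, a ratio of 90.2 (15.8 to 3610). Against the pluripotent culture Pou5f1 had a log2 fold change of -0.90 at low density on day 2 (edgeR adjusted p 0.0361) and -1.05 at high density (0.0104). The first had an adjusted p of 0.18 and 0.116 without pluripotent replicates 2 and 3, and 0.0604, 0.0919 and 0.128 without low density replicates 1, 2 and 3. The second had 0.0784 without pluripotent replicate 2 and 0.0866 without high density replicate 3. At high density Fgf4 had -1.07 (edgeR adjusted p 0.0152), with 0.054 without pluripotent replicate 1 and 0.11 without high density replicate 1. Yap1 had 0.85 (0.0424), with 0.211 and 0.0994 without pluripotent replicates 2 and 3 and 0.235 and 0.124 without high density replicates 2 and 3. At low density on day 2 Fgf4 and Yap1 were not called (edgeR adjusted p 0.0845 and 0.146), though Fgf4 had 0.0484 without low density replicate 1. Of the 8 naive pluripotency genes tested, 7 were called lower at low density and 7 at high density. Of 13 cholesterol synthesis genes, 11 were called higher at low density and 10 at high density.

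From day 1 to day 2, edgeR called 4 genes at low density, 409 at middle density (275 higher, 134 lower) and 75 at high density (21 higher, 54 lower). At low density Tex19.1 (chromosome 11, 121146143 to 121148313), D17H6S56E-5 (chromosome 17, 34996724 to 35000746) and Stmn2 (chromosome 3, 8509527 to 8561604) fell, with log2 fold changes of -1.29, -1.17 and -1.40, each at an edgeR adjusted p of 0.0239. XLOC_022481, which matched no single locus, rose by 2.46 (edgeR adjusted p 0.0287). Tex19.1 had an adjusted p of 0.193 without day 1 replicate 2, and 0.428 and 0.169 without day 2 replicates 2 and 3. D17H6S56E-5 had 0.193 and 0.112 without day 1 replicates 2 and 3, and 0.428 and 0.243 without day 2 replicates 2 and 3. Stmn2 had 0.104 and 0.112 without day 1 replicates 1 and 3, and 0.484 and 0.226 without day 2 replicates 2 and 3. XLOC_022481 had 0.0876, 0.193 and 0.112 without day 1 replicates 1, 2 and 3, and 0.484 and 0.169 without day 2 replicates 2 and 3. DESeq2 called 4 genes in this comparison and limma on log2 CPM 0. This count was 0 without low density day 2 replicate 2 or replicate 3, 9 without its replicate 1, 1 without day 1 replicate 2 or replicate 3, and 2 without day 1 replicate 1. At middle density the count was 110 without day 2 replicate 3, 727 without day 2 replicate 2, 121, 95 and 246 without day 1 replicates 1, 2 and 3, and 39 in a fit on the 2 groups alone. The excess of higher genes did not hold throughout, with 11 higher and 28 lower in the fit on the 2 groups, 161 higher and 281 lower with library totals, 60 and 50 without day 2 replicate 3, and 60 and 61 and 45 and 50 without day 1 replicates 1 and 2. Of the 275 higher genes at middle density 145 had no name, and of the 134 lower 34. Loci that hold no curated RefSeq gene made up 13.8% of the higher genes but 3.37% of those tested. Their median log2 fold change was 0.69, and 0.315 without middle density day 2 replicate 3, so part of their rise rests on that library. Named genes had -0.042 and -0.024. At high density the count was 35, 20 and 42 without day 1 replicates 1, 2 and 3. It was 30, 32 and 27 without day 2 replicates 1, 2 and 3. Whether the change over a day differed between densities was tested only by interaction terms, which called 0 genes for high against low density and, added after the data were seen, 0 for middle against low (809 unadjusted) and 0 for high against middle (881 unadjusted).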

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

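The tests in this part were chosen after the results were seen, apart from the count of other splits. The effect of high against low density on the core pluripotency list (6 genes) differed between day 2 and day 1 when camera was applied to the interaction. The median of the interaction was -0.46 on the log2 scale and its mean -0.68, with 6 of 6 genes below 0 and a camera adjusted p of 0.0444 over 8 lists. Fry gave 0.0209, library totals and RLE size factors 0.046 each, and the list without Tdgf1, its member with the largest interaction, 0.082. Among the members only Dppa5a had an unadjusted edgeR p under 0.05 in the interaction (0.0067), and the list was not tested without it. Tdgf1 had only 9 fragments at low and 2 at high density on day 2. Sox2 and Sall4, also written in this list, had no named identifier. With the correlation estimated from the list the adjusted p was 0.104, so correlation between the list's genes may account for the call. An exact permutation test of the list score within days gave a p of 0.01 and 0.08 adjusted over 8 lists. Of 100 splits drawn from 200 arrangements of the high and low density libraries within days, 22 called at least 1 list in the interaction, so chance cannot be excluded. The adjusted p rose to 0.142 without low density day 1 replicate 1, 0.0595 without its replicate 3, 0.133 without low density day 2 replicate 1, 0.062 without its replicate 3, 0.0841 and 0.0687 without high density day 1 replicates 1 and 2, and 0.129 without high density day 2 replicate 3. A dependence of the density effect on the day stays open and was not tested in other libraries.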

How the results depend on the processing

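Limma on log2 CPM was chosen after the data had been seen, and the other alternatives before. The stricter filter removed no tested gene and so tested nothing. Where no cause is named, the cause was not tested.

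Counts in high against low density on day 2 (8 genes) were 3 with library totals, 20 with no filter, 0 with FPKM at either pseudocount, and 0 to 4 with 1 library left out. Middle against low density on day 2 (0 genes) gave 115 with DESeq2, 102 with no filter, and 0 to 214 with 1 library left out. High against middle density on day 2 (0) gave 44 with DESeq2, 85 with no filter, and 0 to 197. The F-test on day 2 (0) gave 134 with DESeq2, 148 with no filter, and 0 to 279. On day 1, no filter gave 1 gene for high against low, 3 for middle against low, 1 for high against middle and 7 for the F-test. A fit on the compared groups gave 29 for high against middle density on day 1. Without a filter 15120 genes were tested. The interaction kept a count of 0 under every alternative run.

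Against the pluripotent culture, FPKM with a pseudocount of 1 called 5 and 24 genes at low density on days 1 and 2, 3 and 29 at middle density, and 6 and 26 at high density. With 0.1 it called 0 and 11, 0 and 20, and 0 and 26. Limma on log2 CPM called 344 and 481, 540 and 553, and 247 and 547, so limma itself does not account for the fall. DESeq2 called 299 at low density on day 2, 336 at middle density on day 1 and 185 at high density on day 1. A fit on the compared groups called 796 at middle density on day 1 and 252 on day 2. With 1 library left out the counts ran from 206 to 346 and 285 to 407 at low density, 252 to 501 and 337 to 598 at middle density, and 162 to 256 and 354 to 507 at high density.

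From day 1 to day 2, low density (4 genes) gave 17 with no filter, 0 in a fit on its groups, 0 and 0 with FPKM at pseudocounts of 1 and 0.1, 0 with limma on log2 CPM, and 0 to 9 with 1 library left out. Middle density (409) gave 39 in a fit on its groups, 1 and 1 with FPKM, and 95 to 727. High density (75) gave 118 with no filter, 162 in a fit on its groups, 0 and 1 with FPKM, and 20 to 42.

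Library totals moved the median of all genes most in day 2 against day 1 at middle density, from 0.0069 to -0.22. There the share of higher calls went from 67.2% to 36.4%. It went from 51.9% to 63.8% at low density day 1, from 44.1% to 66.9% at middle density day 1, from 45.0% to 55.4% at high density day 2, from 46.1% to 53.9% at high density day 1 and from 52.6% to 46.2% at middle density day 2 against the pluripotent culture.

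Replicate numbers gave no clear sign of pairing the libraries, but deviations within groups of 3 libraries cannot exclude it. Correlations of same-numbered libraries' deviations ran from -0.44 to 0.36 over 63 pairs, and 12 exceeded 0.1. Their median was 0.011, against -0.0041 over 126 pairs with different numbers, where the highest was 0.35. Of 21 pairs of groups, 2 had a mean correlation over 0.1. With the replicate block, 1 gene was called between middle and low density on day 2 in place of 0, 6 between high and low density on day 2 and 6 between days at low density, and no count from the pluripotent comparisons moved by more than 1.5 times.

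Gene lists called on day 1 (2) became 0 with an estimated correlation, 0 with fry, 0 with library totals, 1 with FPKM, 3 with no filter, and 0 to 1 with 1 library left out. On day 2 (2) they became 0 with an estimated correlation, 4 with no filter, and 0 to 3.

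Signs changed only in values that were not called. With FPKM at pseudocounts of 1 and 0.1, the log2 fold change on day 1 became -0.52 and -0.53 for Pou5f1, and on day 2 -0.30 and -0.30 for Yap1. FPKM also gave list medians of -0.42 (core pluripotency, day 1), -0.18 (cholesterol synthesis, day 1) and -0.18 (p53 and apoptosis, day 2). No filter gave 0.35 for the FGF-ERK list on day 2, and library totals 0.0032 for the cholesterol list on day 2. With 1 library left out, values ran on day 1 from -0.26 to 0.038 for Fgf4, and on day 2 from -0.035 to 0.43 for Yap1 and from -0.26 to 0.023 for Pou5f1. List medians ran from -0.19 to 0.12 (p53, day 1), -0.026 to 0.16 (cholesterol, day 1), -0.34 to 0.10 (FGF-ERK, day 2), and -0.094 to 0.076 (cholesterol, day 2).

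Of the named genes' values with 1 library left out, 135 kept direction and side of the threshold, 52 were no longer called, 1 became called and 3 changed sign. Under the other alternatives 265 kept both, 49 were no longer called and 4 changed sign. At this depth an edgeR test recovered 20 of 67 simulated 2-fold changes between high and low density on day 2, which limits what a low count means.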

Other observations

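The tests of the list scores, of the delay, of replicate 3 of middle density day 2 by its loci and by DESeq2 with a library left out, and of the correlation between days were chosen after the results were seen. The naive pluripotency list was lower at high than at low density on both days. The list score was 5.50 ± 0.138 at low and 5.12 ± 0.0351 at high density on day 1, and 4.86 ± 0.401 and 4.14 ± 0.145 on day 2 (SD, n = 3). At middle density it was 5.82 ± 0.67 on day 1, above low density, and 4.21 ± 0.159 on day 2 (SD, n = 3). The day 1 value rests on replicate 2 at 6.56, as replicates 1 and 3 had 5.65 and 5.25, so no order over the 3 densities can be read from day 1. An exact two-sided permutation test over both days, with libraries rearranged within a day, gave a p of 0.005, the smallest that 400 arrangements can give, and 0.04 adjusted over 8 lists. The formative and primed epiblast list gave 0.015, adjusted 0.06. Since this test was picked after camera had called the naive list on the same libraries, its p is no independent evidence. Unequal depth alone did not account for the difference. Thinning every library to 240379 fragments left differences of -0.39 and -0.59 on days 1 and 2, in place of -0.38 and -0.71. The permutation p was again 0.005, the smallest possible, so it does not measure whether the difference weakened.

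One hypothesis is that cells at low density may change more slowly after leaving serum and LIF. It was tested on an axis of 111 risen and 141 fallen genes taken from the middle density day 2 and pluripotent libraries only, which share no library with the groups compared. On day 2 high density lay at 3.15 ± 0.0954 and low density at 2.99 ± 0.25 (SD, n = 3). This difference rested mostly on low density replicate 1, at 2.72. Low density replicates 2 and 3 had 3.21 and 3.05, and the high density libraries ran from 3.05 to 3.24. The exact permutation p over both days was 0.39. An axis from middle density day 1 gave 0.92. The parts of the axis differed on day 2. The fallen genes had a median log2 fold change of -0.17 between high and low density with 63.8% below 0, the direction that a delay at low density predicts, while the risen genes had a median of 0.0079 with 50.5% above 0. On day 1 the medians were -0.043 for fallen and -0.034 for risen genes. A delay cannot be told apart from none, because the score's difference was within the spread between the low density libraries. An effect of density on naive genes themselves also stays open and untested.

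Replicate 3 of middle density day 2 stood apart. In it 5.05% of fragments lay at loci that hold no curated RefSeq gene, against 2.35% to 3.10% in the other 20 libraries. A locus held a gene only with at least a share of 0.5 of the gene's span inside. The tested loci had a median length of 420 bases, so they may lie within genes and need not be intergenic. Identifiers without a matched locus could not be counted. The library's TMM factor was 0.788 where the next lowest was 0.923. Low depth is not the source, since the 4 libraries with fewer fragments had shares of at most 2.83%. Of 173 such loci tested, 70.5% were higher than in the mean of the other 2 replicates. This counts loci and not the fragments they hold, so a few loci may still make up much of the excess. Genomic DNA spread over the genome cannot be told apart from other sources, because 6.16% of this library's mapped fragments lay outside the gene table, a value between the 5.70% and 6.86% of the other 2 replicates, which are too few for a spread. Since the other 2 replicates of the group had shares of 2.90% and 2.70%, the density and day alone do not account for it.

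The genes that DESeq2 called on day 2 between middle density and the other densities may rest on this library. Without it DESeq2 called 0 genes between middle and low density in place of 115, 0 between high and middle density in place of 44, and 4 in the F-test over densities in place of 134. Leaving out replicate 1 or replicate 2 of the group did not remove the calls, as DESeq2 then gave 146 and 225 genes between middle and low density and 105 and 256 between high and middle density. The fall is therefore not a mere loss of a library. Nor is the library all that separates the tools, as edgeR with no filter on low counts called 102, 85 and 148 genes in these comparisons with every library kept. Whether those calls rest on the same library was not tested. Between day 2 and day 1 at middle density both tools called fewer genes without it, DESeq2 66 in place of 361 and edgeR 110 in place of 409. Within its group the fall was specific to this library. Without replicates 1 and 2 of middle density day 2, edgeR called 409 and 727 genes and DESeq2 341 and 521. The edgeR count also fell without libraries of the other day, to 121 and 95 genes without middle density day 1 replicates 1 and 2. DESeq2 was not run without day 1 libraries, so the tools cannot be compared on this. What made this library differ was not found.

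The high against low density differences of day 1 and day 2 had a Pearson correlation of 0.233 and a Spearman correlation of 0.188 across 5141 genes, or 0.213 as differences of mean log2 CPM. Genes are not independent replicates. The 2 days share no library. An exact permutation test of the last over 200 arrangements of the libraries within days gave a p of 0.13, so the correlation may come from the arrangement of libraries by chance.

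Other splits of the same samples were counted for each comparison. With 3 against 3 libraries there are 10 splits, so these counts alone cannot exclude chance for a comparison of 2 groups. The real split alone, 1 of 10, reached its count for high against low density on day 2, for each comparison with the pluripotent culture, for each comparison of days and for the gene lists of day 1. In the comparisons with the pluripotent culture the real splits called between 297 and 571 genes and another split at most 17, and 918 or more genes had an unadjusted p under 0.05 where chance gives 257, so chance alone does not account for those counts. For the gene lists of day 2, 2 of 10 splits called as many. Where no gene was called, all 10 splits, or all 100 of those drawn for the F-tests and the interaction, trivially gave as many. Between high and middle density on day 2, where the real split called 0, other splits called up to 64 genes, with calls in 2 of them. In the F-test on day 2, drawn from 280 splits, other splits called up to 111 genes, with calls in 7 of them.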
